A study of Neurospora crassa with 8 samples.

How the data were processed

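The series covers mycelium of the filamentous fungus Neurospora crassa. It holds 8 samples: 4 poly-A RNA libraries and 4 ChIP libraries made with an antibody against di- and trimethylated lysine 27 of histone H3. The RNA libraries come from 2 wild type (WT) strains and from 2 strains labelled as deletions of pas, with 1 library per strain. Per the labels' protocols, the RNA cultures were shaken in minimal medium with sucrose for 16 hours at 32 °C, and a strand-specific messenger RNA kit was used. WT replicate 1 is labelled mating type A, and the other 3 RNA libraries mating type a. The 4 ChIP libraries, from strains labelled ∆pas and ∆npf grown for 18 hours, were not analysed here. Replicates were numbered in sample order, since the labels give strain names only, so no replicate number pairs a WT library with a mutant one.

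The authors deposited a table of normalized read counts per gene, a signal value that is never negative, for the 4 RNA libraries and 4 further columns that match no sample of this series. Those 4 columns were not used in any step. The aligner, counter, annotation and genome build are not stated in the labels or the file headers, nor is it stated whether the counting used strand. Genes that overlap on opposite strands and genes with near-identical copies are therefore uncertain. Each library's values were whole multiples of 1 smallest step, for 100% of the gene values of each library, so the values are read counts divided by a single factor per library. One read was worth 1.61391 normalized counts in WT replicate 1, 1.03358 in WT replicate 2, 0.784235 in ∆pas replicate 1 and 0.860161 in ∆pas replicate 2. Dividing by these steps gave back the reads.

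The table held 9730 genes and 4 summary entries of a read counter, named in it as unmapped, multimapping, no feature and ambiguous. The summary entries were left out of library sizes and tests. They took 13.5% and 22% of all reads in WT replicates 1 and 2, and 20.4% and 12.1% in ∆pas replicates 1 and 2. Multimapping reads were counted apart from genes, at 2.56% and 3.57% in WT and 3.22% and 2.13% in the libraries labelled ∆pas. The recovered reads in genes came to 7139105 and 10997599 in WT replicates 1 and 2, and to 14679872 and 13679487 in ∆pas replicates 1 and 2. A count of 0 allows up to 3 reads, which are worth 4.84 and 3.1 normalized counts in the WT libraries and 2.35 and 2.58 in the libraries labelled ∆pas. This floor covers counting error only, because PCR duplicates were not marked by molecular identifiers in these values.

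The authors also deposited 2 tables of their own comparisons, WT against ∆pas and WT against ∆set-7. Per the file headers, these give a log2 fold change with its standard error, a Wald statistic (a score with no fixed range), a p-value and an adjusted p-value, and a mean count. The log2 fold changes deposited by the authors are of WT over mutant, since set-7 itself is positive in the ∆set-7 table; their sign was turned here, so that a positive value means higher in the mutant. The tool behind the deposited fold changes and p-values is not stated. It is also not stated whether that tool reduces the size of uncertain fold changes. The deposited sizes, and 2-fold limits set on them, may therefore not be on the scale used here. The mean counts were identical in both tables for 9730 genes and equalled the mean of the 4 libraries used here for 1 gene, so other libraries entered the authors' fit. The series' design text says that published WT and ∆set-7 data were used for comparison.

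The design, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined, apart from those said to be added later. Genes with a mean of at least 5 normalized counts over the 4 libraries were tested, which kept 8219 genes and left out 1511, of which 288 were at 0 in all 4 libraries. Values were analysed as log2(normalized count + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), with the group as the only term. Fold changes are on that scale, which understates the change of genes with low values. Standard errors are limma's moderated ones, with 2 residual and 4.34 prior degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and all tests were two-sided. The design had assumed that a table of raw counts would be tested with edgeR and a table of normalized values with limma, and the second case applied. With 2 libraries per group, an exact permutation test of a single value cannot go below p = 0.333, so no such test was used; the p-values of limma, edgeR and DESeq2 come from models fitted across all genes.

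Gene lists were tested with fry (limma) and with camera at a preset correlation of 0.01 and at an estimated correlation, with Benjamini-Hochberg adjustment over the 3 lists. The lists were the genes higher and the genes lower in the authors' ∆set-7 table (adjusted p under 0.05, at least 2-fold), and the chromosome-end genes, which are the 50 outermost protein-coding genes at each of the 14 ends of the 7 chromosomes. Gene symbols and gene order came from a RefSeq gene table of assembly NC12; 9729 of the 9730 gene IDs matched it. It served for names and order only, and no coordinates are given because the authors' build is not stated. Overlaps were tested with Fisher's exact test over the genes that had an adjusted p in both comparisons. Fisher's test takes genes as independent units, so its p-values do not measure the spread between strains. The WT libraries here may also have entered the authors' ∆set-7 fit, so 200 simulations of unchanged groups that share the 2 WT libraries were run, once with 4 and once with 2 WT libraries in the ∆set-7 comparison.

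Named genes were a list of 5 genes for components and the accessory subunit of the PRC2 complex, 3 mating type A genes, and the 5 highest and 5 lowest log2 fold changes among genes with an adjusted p under 0.05 whose 2 libraries labelled ∆pas both lay beyond both WT libraries. Any other named gene is said to have been chosen after its values were seen. The limma, edgeR and DESeq2 steps were tested on simulated data, 3 simulations of 8219 genes with 200 changed genes each. Limma recovered 92.83% of the changed genes with 6.387% false calls, edgeR 93.17% with 6.833%, and DESeq2 91.5% with 9.406%. All planted changes were at least 4-fold, so these shares do not hold for smaller changes, which were not simulated.

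The alternatives were a pseudocount of 0.5 or 5; all genes with any value above 0, or genes with a mean of at least 20; median ratio, TMM and quantile scaling; eBayes without a trend; edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads; an adjusted p under 0.1 or 0.01; other limits for the ∆set-7 lists; 25 or 100 genes per chromosome end; and leaving out each library in turn. One alternative was added after the data were seen, a covariate for the share of reads outside annotated features, which was high in WT replicate 2 and ∆pas replicate 1 and low in the other pair. GC content and gene length were not tested, because that needs a genome sequence and transcript models, which were not used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.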

Results

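To ask how loss of pas (NCU04278), named by the series as an accessory subunit of a fungal PRC2 complex, changes gene expression, poly-A RNA was sequenced from 2 WT strains and 2 strains labelled ∆pas, in which the labels place the marker nat-1 at pas. PRC2 (Polycomb repressive complex 2) methylates lysine 27 of histone H3, a mark of repressed genes, and set-7 encodes its catalytic subunit. The depth was 7139105 reads in genes for WT replicate 1, 10997599 for WT replicate 2, 14679872 for ∆pas replicate 1 and 13679487 for ∆pas replicate 2. The authors had divided the reads by 1 factor per library, which brought the normalized totals to between 11.37 and 11.77 (in 1e6 normalized counts). The number of genes at 0 was 961 and 748 in the WT libraries and 623 and 730 in the libraries labelled ∆pas. The 10 highest genes took 11.1% and 11.4% of the normalized counts in WT and 12.5% and 14.1% in the libraries labelled ∆pas.

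Across genes, log2 values of the WT replicates correlated with Pearson's r = 0.98106 and those of the libraries labelled ∆pas with r = 0.97505, while pairs across the groups ranged from 0.94982 to 0.97235. Genes are not independent replicates, so these values only describe the libraries. The first principal component held 58.9% of the variance and placed WT at -33.86 and -19.28 and the libraries labelled ∆pas at 13.86 and 39.28. Neither replicate pair was 1 library deposited again, which would differ by read sampling alone: with reads taken as independent, a chi-square over genes was 21.01 times its degrees of freedom between the WT libraries and 76.59 times between the libraries labelled ∆pas. The share of reads outside annotated features was 15.2% in WT replicate 2 and 13.9% in ∆pas replicate 1, but 5.41% in WT replicate 1 and 6.76% in ∆pas replicate 2. This split crossed the groups, and values within each such pair are given beside the pooled ones for the gene lists.

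The deleted gene was examined first, as a check of the labels. The normalized read count of pas was 119 and 95.1 in WT replicates 1 and 2, from 74 and 92 reads, and 43.1 and 98.1 in ∆pas replicates 1 and 2, from 55 and 114 reads. The group means were 107 ± 17.2 in WT and 70.6 ± 38.8 in the libraries labelled ∆pas (SD, n = 2 each), a log2 fold change of -0.70 ± 0.416 (SE; limma adjusted p = 0.371). The difference was no larger than the spread between replicates, and ∆pas replicate 2 lay between the WT libraries. The log2 fold change was -1.28 without ∆pas replicate 2 and -0.12 without ∆pas replicate 1. In the authors' deposited table, pas had a log2 fold change of -0.77 ± 0.357 (SE) with an adjusted p of 0.4. The counts thus do not show loss of the pas transcript in these libraries, and every direction below rests on their labels. They are called the libraries labelled ∆pas for this reason.

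The mating type labels were checked with 3 genes of mating type A. The gene matA-1 (NCU01958) had 42 normalized counts, or 26 reads, in WT replicate 1, which is labelled mating type A. It had 0 reads in WT replicate 2 and ∆pas replicate 1 and 1 read in ∆pas replicate 2, all labelled mating type a. A single read, in WT replicate 1, fell in matA-3 (NCU01960) and none in matA-2 (NCU01959), so these 2 genes were too shallow to check any label. The set-7 transcript (NCU07496) was at 184 and 145 normalized counts in WT and 173 and 149 in the libraries labelled ∆pas.

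**Figure D1:**
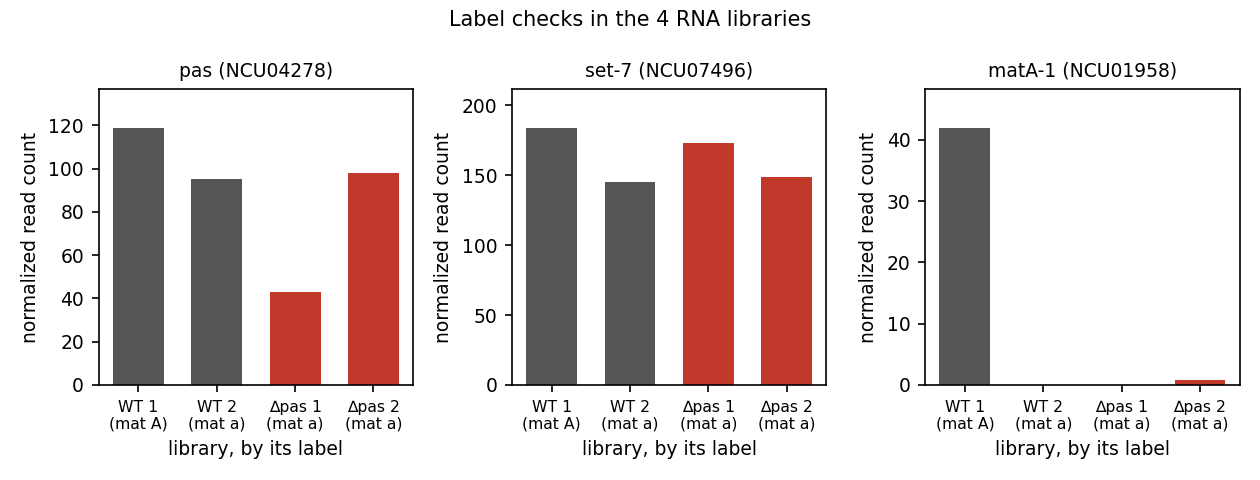
Normalized read counts (y axis, starting at 0) of pas, set-7 and matA-1 in the 4 RNA libraries (x axis), with WT in grey and libraries labelled ∆pas in red. Counts of pas were 43.1 and 98.1 in the libraries labelled ∆pas against 119 and 95.1 in WT, and matA-1 reached 42 only in WT replicate 1.

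The next question was which genes differ between the libraries labelled ∆pas and WT. Of the 8219 genes tested, 30 had a limma adjusted p under 0.05, with 23 higher and 7 lower in the libraries labelled ∆pas; the lowest adjusted p was 0.0114. All 30 changed at least 2-fold, and in all 30 both libraries labelled ∆pas lay beyond both WT libraries. At an unadjusted p under 0.05 there were 840 higher and 909 lower genes. The median log2 fold change over all tested genes was 0.03. Log2 fold changes of the 21 higher genes above the floor of 3 reads in at least 1 WT library ran from 1.29 to 5.43. The other 2 had no WT reads, so their fitted values depend on the pseudocount and only bounds are given for them. The median over all 23 was 2.55, also with these 2 at their bounds, and the 7 lower genes ran from -2.15 to -1.21. The count depended on the method. DESeq2 on the recovered reads moved it most, to 259 higher and 347 lower genes, of which 137 and 207 changed at least 2-fold, and these included the 23 and the 7. The higher genes were 76.7% of the calls with limma and 42.7% with DESeq2. The quasi-likelihood test of edgeR on the same reads gave 23 higher and 7 lower genes, sharing 22 and 7 with limma. No gene passed an adjusted p of 0.01 in the limma fit with the intensity trend and the group as the only term.

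The largest rises among the genes past the threshold lay near chromosome ends. The outermost gene of its chromosome end, NCU09634, had no reads in either WT library and 121 and 138 normalized counts in the libraries labelled ∆pas. The mean of these was at least 26.7-fold above the floor of 3 reads (limma adjusted p = 0.0114). NCU09633, the next gene inward at rank 2, rose from 4.49 ± 0.5 to 240 ± 67.3 (SD, n = 2 each), a log2 fold change of 5.43 ± 0.359 (SE; limma adjusted p = 0.0114). NCU07150, at rank 8 from its end, also had no WT reads, and the mean of its 76.1 and 63.7 normalized counts was at least 14.4-fold above the floor (limma adjusted p = 0.0253). NCU09491, at rank 4, rose from 6.33 ± 0.18 to 96.9 ± 22.7 (SD, n = 2 each), a log2 fold change of 3.72 ± 0.376 (SE; limma adjusted p = 0.028). NCU10039, also at rank 4, rose from 31.6 ± 0.899 to 360 ± 65.2 (SD, n = 2 each), a log2 fold change of 3.46 ± 0.246 (SE; limma adjusted p = 0.0114).

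The falls were smaller. NCU07375 fell from 1310 ± 276 to 292 ± 28 normalized counts (SD, n = 2 each), a log2 fold change of -2.15 ± 0.205 (SE; limma adjusted p = 0.0253). NCU05013 fell from 752 and 807 in WT replicates 1 and 2 to 214 and 230 in the libraries labelled ∆pas, a log2 fold change of -1.81 ± 0.169 (SE; limma adjusted p = 0.0253). For NCU06934 the means were 635 ± 32.9 and 198 ± 14.9, and the log2 fold change was -1.68 ± 0.177 (SE; limma adjusted p = 0.0311). For NCU08976 they were 3820 ± 210 and 1230 ± 321, and the log2 fold change was -1.66 ± 0.208 (SE; limma adjusted p = 0.0457). For NCU04942 they were 1240 ± 121 and 475 ± 21.2, with a log2 fold change of -1.37 ± 0.163 (SE; limma adjusted p = 0.0405). Of these 5 genes, NCU05013 was the only one within 50 genes of a chromosome end, at rank 25. NCU08976 and NCU04942 lost their call when all genes with any reads were tested, with quantile scaling and without a trend, where limma adjusted p-values ran from 0.0557 to 0.16 and from 0.0505 to 0.145. Without a trend, NCU07375, NCU05013 and NCU06934 lost their call too (limma adjusted p = 0.112, 0.0855 and 0.112).

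None of the 5 genes in the list of PRC2 components was called, either over all genes or adjusted over the list alone, where the lowest limma adjusted p was 0.349, and 0 of them had an unadjusted p under 0.05. Besides pas, set-7 had a log2 fold change of -0.03 ± 0.23 (SE; limma adjusted p = 0.964), and NCU05300 one of -0.20 ± 0.402 (SE; limma adjusted p = 0.801). NCU05460 had 0.27 ± 0.305 (SE; limma adjusted p = 0.636). The gene cac-3 (NCU06679) was at 684 and 740 normalized counts in WT and 594 and 512 in the libraries labelled ∆pas, with a log2 fold change of -0.37 ± 0.169 (SE; limma adjusted p = 0.274). The signs of set-7, NCU05300 and NCU05460 each turned when 1 library was left out.

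Because methylated lysine 27 of histone H3 is known to cover chromosome ends in this fungus, position was examined next. The chromosome-end set had 700 genes, of which 561 were tested, 6.83% of all tested genes. Its median log2 fold change was 0.27, against 0.02 for the 7658 other genes, and 375 of its genes (66.8%) lay above 0, against 51.8% of the others. The medians relative to the WT mean were 0.32 and 0.225 in ∆pas replicates 1 and 2, and 0.038 and -0.038 in the WT libraries. The fry test of limma gave an adjusted p = 0.0328 over the 3 lists (0.0219 before adjustment). Limma's camera gave an adjusted p = 2.46e-06 at the preset correlation of 0.01 (1.64e-06 before adjustment) but 0.0834 at the estimated correlation of 0.0147 (0.0556 before adjustment), so this call holds under fry and not under the estimated correlation. Within the pair of libraries with few reads outside features the median was 0.2, and within the other pair 0.31; with that share as a covariate, added after the data were seen, limma's fry gave an adjusted p = 0.188 for the same median. Of the other settings, 25 genes per end moved the median most, to 0.44 (limma fry, adjusted p = 0.0189), and 100 genes per end gave 0.13 (limma fry, adjusted p = 0.137).

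Of the 23 genes higher in the libraries labelled ∆pas, 21 (91.3%) were in the chromosome-end set (Fisher's exact test, odds ratio 149, p = 5.13e-23). They lay at 11 of the 14 chromosome ends, and 15 were among the outermost 4 genes of an end, a group with 47 tested genes. The cut at 4 genes was not among the limits fixed beforehand, so this count only describes the calls. Of the 7 lower genes, 1 was in the set (Fisher's exact test, p = 0.39). The share was lowest with DESeq2, at 55.5% of 137 genes (Fisher's exact test, p = 3.56e-54). These tests take genes as independent units, although some of the higher genes are neighbours, and they do not measure the spread between strains.

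**Figure D2:**
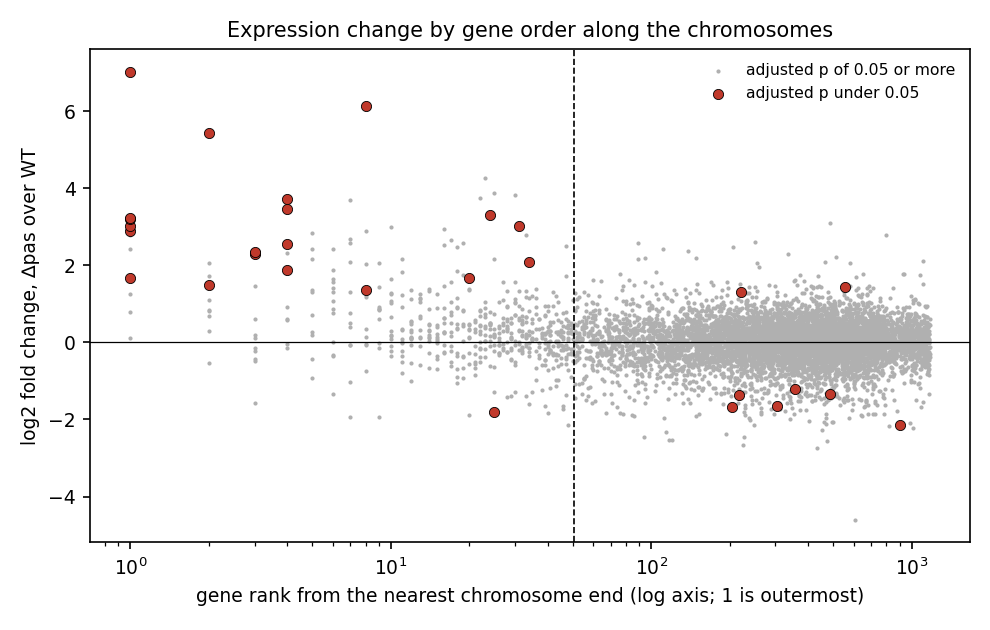
Log2 fold change of the libraries labelled ∆pas over WT (y axis) for each tested gene against its rank from the nearest chromosome end (log x axis, 1 is outermost). Red points are the 30 genes with an adjusted p under 0.05, and the dashed line marks rank 50, left of which lie 21 of the 23 higher and 1 of the 7 lower genes; the heights of NCU09634 and NCU07150, with no WT reads, depend on the pseudocount.

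The study set its data against ∆set-7. In the authors' deposited table, set-7 itself had a log2 fold change of -3.51 ± 0.4 (SE; adjusted p = 1.14e-15) in ∆set-7, whereas it did not differ in the libraries labelled ∆pas. The authors' deposited table gave 118 genes as higher and 146 as lower in ∆set-7 at an adjusted p under 0.05 and at least 2-fold. Of the 118, 106 were tested here. Their median log2 fold change in the libraries labelled ∆pas was 0.79, with 91 above 0 and 15 below, and it stayed at 0.79 with the 7 members whose WT reads were at the floor set to their bounds. The fry test of limma gave an adjusted p = 0.00181 (0.000603 before adjustment). Limma's camera gave an adjusted p = 1.11e-14 at the preset correlation and 0.0235 at the estimated one of -0.00778 (3.71e-15 and 0.00782 before adjustment). This call thus holds under fry and under both correlations. The estimate lies below 0, so it makes no allowance for genes that move together. The list medians were 0.833 and 0.792 in ∆pas replicates 1 and 2 and -0.018 and 0.018 in WT. Within the pair with few reads outside features the median was 0.87, and within the other pair 0.74. The limit on the ∆set-7 change moved it most, to 1.71 for genes at least 4-fold higher in ∆set-7 (limma fry, adjusted p = 0.00984).

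A list chosen against the same WT libraries rises by itself, and the simulations of unchanged groups measured by how much. With 4 WT libraries in the ∆set-7 comparison the simulated median was 0.186 on average and 0.279 at most in 200 simulations, and with 2 WT libraries 0.335 and 0.432, below the observed 0.79. Over the list, 12 genes were called higher and 0 lower, with 2 lower at an unadjusted p under 0.05; adjusted over the list alone, 41 were higher and 1 lower. Since the list may have been chosen on these WT libraries, the latter counts are not independent evidence.

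Of the 8216 genes with an adjusted p in both comparisons, 106 were in the ∆set-7 higher list and 23 were higher in the libraries labelled ∆pas, and 12 were both (expected 0.297, odds ratio 93.3, Fisher's exact test, p = 1.35e-17). Shared WT libraries alone gave an overlap of 3.24 genes on average and 8 at most with 4 WT libraries, and of 7 on average and 14 at most with 2. The observed 12 thus lies above every simulation of the first kind and within the range of the second.

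The 145 tested genes of the ∆set-7 lower list had a median log2 fold change of -0.21, with 94 below 0 and 51 above. It was not past the threshold with limma's fry (adjusted p = 0.284, and the same before adjustment) or with camera at its estimated correlation of 0.118 (adjusted p = 0.348), although camera at the preset correlation gave an adjusted p = 0.000985. Shared WT libraries alone gave -0.195 on average and -0.293 at the lowest with 4 WT libraries, and -0.345 and -0.434 with 2, so the observed median was no larger in size than shared WT libraries can give. The medians were -0.116 and -0.312 in ∆pas replicates 1 and 2, and without WT replicate 1 the pooled median was -0.09. Within the pair with few reads outside features it was -0.36, and within the other pair -0.03. In this list 1 gene was called lower, or 7 adjusted over the list alone, and 0 higher, with 10 higher at an unadjusted p under 0.05.

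**Figure D3:**
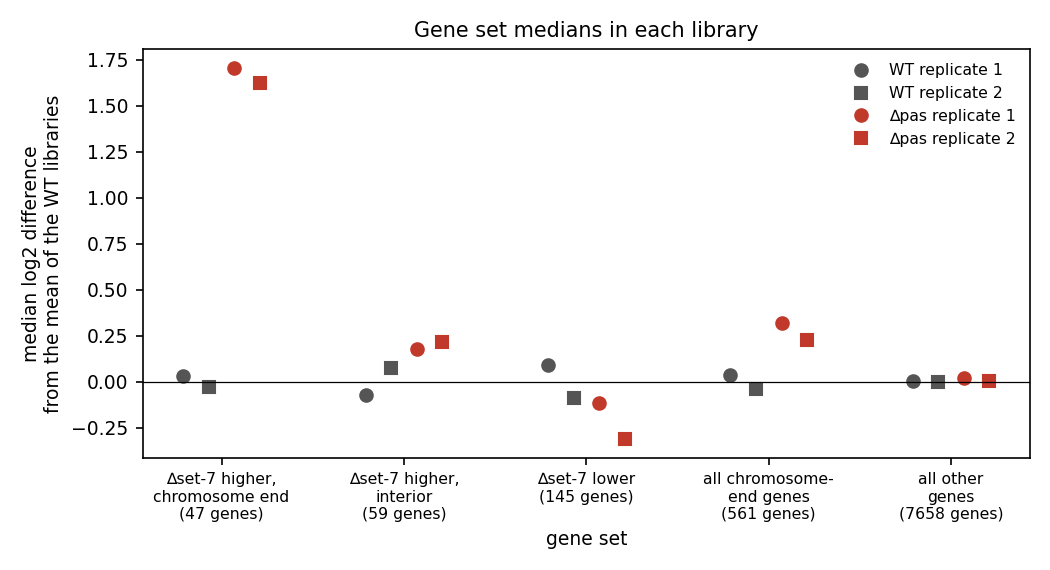
Median log2 difference from the mean of the WT libraries (y axis) for 5 gene sets (x axis) in each library, with WT in grey and libraries labelled ∆pas in red, circles for replicate 1 and squares for replicate 2. Genes higher in ∆set-7 at chromosome ends sit at 1.705 and 1.623 in the libraries labelled ∆pas, and those elsewhere at 0.178 and 0.216.

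The calls were also compared with the authors' own ∆pas comparison. The authors' deposited table gave 63 higher and 31 lower genes in ∆pas at an adjusted p under 0.05, of which 33 and 12 changed at least 2-fold. All 45 of these 2-fold genes in the authors' deposited table were tested here and had the same sign, and 10 of them were called, 9 higher and 1 lower. Of the 30 genes called here, 29 had the same sign in the authors' deposited table. Of the 33 genes higher in the authors' deposited table, 24 were in the chromosome-end set, and of the 12 lower 1 was. With DESeq2 on the recovered reads the shared calls came to 37. Other libraries entered the authors' fit, which can also hold these 4, so shared signs and calls are not independent evidence, and no test was made of the difference.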

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

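The numbers of genes past the threshold depended on the method and the limit more than on scaling or pseudocount. Against 23 higher and 7 lower genes, all at least 2-fold changed, DESeq2 on the recovered reads gave 259 and 347, or 137 and 207 at least 2-fold. An adjusted p under 0.1 gave 216 and 274, or 120 and 175 at least 2-fold, and an adjusted p under 0.01 gave 0 and 0, where 840 and 909 genes had an unadjusted p under 0.05. Testing all genes with any reads gave 15 and 3. Without the intensity trend limma gave 7 and 0, with 788 lower genes at an unadjusted p under 0.05. The covariate for reads outside features, chosen after seeing the data, gave 45 and 40, which included the 23 and the 7. Quantile scaling gave 16 and 3, and median ratio scaling 27 and 11. The other settings (pseudocounts of 0.5 and 5, a minimum mean of 20, TMM scaling and edgeR) gave 22 to 25 higher and 7 or 8 lower genes. DESeq2 and median ratio scaling kept all 23 and all 7; the fit without a trend shared 6 of its 7 genes with the 23. Why DESeq2 called more genes was not tested. The smaller counts over all genes with any reads come with 9442 tests in place of 8219.

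Scaling moved the median of all genes little: it was 0.016 with median ratio, 0.015 with TMM and 0.014 with quantile scaling, against 0.029. The higher share of the calls was 76.7% and ran from 71.1% to 84.2% over these 3 scalings. It was 52.9% with the added covariate, 42.7% with DESeq2 and 100% without a trend.

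The overlap with genes higher in ∆set-7 was 12, and it was 5 without a trend, 31 with DESeq2, 30 at an adjusted p under 0.1 and 0 at 0.01. It was 9 to 17 in the other 12 settings. Calls shared with the authors' deposited table were 10 and became 5 over all genes with any reads, 6 with quantile scaling, 3 without a trend, 37 with DESeq2, 32 and 0 at an adjusted p under 0.1 and 0.01, and 17 with the added covariate.

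The median of the chromosome-end set lost its call with 100 genes per end (0.129; limma fry, adjusted p = 0.137) and with the added covariate (0.269; limma fry, adjusted p = 0.188), a fit with 1 residual degree of freedom. It kept it in the 9 other settings, and the adjusted p ran from 0.0154 to 0.188 over all 11. It ranged from 0.225 to 0.32 across the 4 fits that each left out one library. The chromosome-end share of the higher genes kept its direction and its call in all 14 settings that gave it a value, from 55.474% with DESeq2 to 100% without a trend. The median of the ∆set-7 higher list stayed above 0 and past the threshold in all 12 settings, from 0.427 (∆set-7 genes of any size of change) to 1.706 (limma fry, adjusted p from 0.000314 to 0.0313), and from 0.726 to 0.894 across the fits that left out one library. The ∆set-7 lower list stayed below 0 and short of the threshold, from -0.471 to -0.094 (limma fry, adjusted p from 0.24 to 0.474). It ranged from -0.312 to -0.087 when one library was left out, with the value nearest 0 coming without WT replicate 1, which leaves mating type a alone, and -0.116 without ∆pas replicate 2.

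The pas transcript stayed lower and uncalled in all 11 settings, from -0.726 to -0.616 (adjusted p from 0.359 to 0.538). Leaving out ∆pas replicate 2 gave -1.285 and leaving out ∆pas replicate 1 gave -0.119, so a single library decides its size. No PRC2 component was called in any of the 13 settings. Leaving out one library at a time turned the sign of 3 of these genes: set-7 (NCU07496) ranged from -0.198 to 0.146, NCU05300 from -0.453 to 0.052, and NCU05460 from -0.014 to 0.558. The count for matA-1 kept its 42 normalized counts, within counting error, under median ratio and TMM scaling.

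No paired analysis was possible because the labels name strains and give no replicate numbers that WT and mutant libraries share. Leaving out a library leaves 1 in its group, and no test was made on such fits. The counts, the overlap and the chromosome-end share therefore have no value for them. All 23 higher and all 7 lower genes kept a change of at least 2-fold in each of these 4 fits; their sign could not turn, since both libraries labelled ∆pas lay beyond both WT libraries. An adjusted p under 0.01 left no genes for the chromosome-end share. Among the single genes named, 9 values lost their call (5 of them without a trend, on the 5 lower genes), and 195 were the same. The depth limits genes with few reads: NCU09634 and NCU07150 had none in WT, and their fold changes are lower bounds.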

Other observations

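All tests in this part on remaining pas reads (except that of mixed RNA), on genes the authors did not call, on splits of the libraries, and on depth and strain were chosen after the result was seen. The others were chosen before their own result was seen, on patterns noticed in the same data.

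The libraries labelled ∆pas held pas reads at 40.2% and 91.4% of the WT mean. If both were WT libraries, the genes higher in ∆set-7 would stay within the WT spread. The lower of their list medians was 0.79, against 0.018 for WT and at most 0.432 from shared WT libraries. The WT values are measured from the mean of the same WT libraries, so they mirror each other and may understate the spread of a further WT library. If both were ∆set-7 libraries, set-7 would be near 0; its lower value was 149 normalized counts. If WT RNA had been mixed into ∆pas replicate 2 in the share its pas count needs, its list median would fall to 0.17; it was 0.79. Reads from parts of the gene left after the deletion or from an overlapping transcript remain a candidate explanation for the 114 reads of ∆pas replicate 2. The counts per gene hold no position along the gene or strand, so these sources and a retained gene cannot be told apart. Coverage along pas in these libraries would decide it.

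Of the 3 ways to split the 4 libraries into pairs, 1, the real one, gave as many as 30 genes with an adjusted p under 0.05. The other splits gave 0 and 0, with 242 and 40 genes at an unadjusted p under 0.05 against 1749 for the real one. The second of these follows the share of reads outside features, with WT replicate 1 and ∆pas replicate 2 on one side. With 3 splits the share cannot go below 0.333, so a difference by chance cannot be excluded in this way.

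The concentration of higher genes at chromosome ends could come from low expression there. Random lists of 23 genes matched on mean expression held 2 chromosome-end genes in the median and 7 at most in 10000 lists, against 21 observed. The lists were not matched on WT expression, and a rise in the libraries labelled ∆pas raises the mean itself. Low expression in WT as a source was thus not tested and stays open. The greater depth of the libraries labelled ∆pas could act on genes with few reads. With all libraries thinned at random to 7139105 reads, 20 times, the chromosome-end median ran from 0.236 to 0.275. The WT libraries, measured from their own mean, reached at most 0.048 in size, and the other genes at most 0.018. A single WT library or the mating type of WT replicate 1 would lose the rise when that library is left out. The chromosome-end median was 0.279 without WT replicate 1 and 0.227 without WT replicate 2. These and the thinned medians cover all tested chromosome-end genes, not the share among the higher genes. Strain differences at chromosome ends that came with the crosses and not with the deletion stay open. The higher genes lay at 11 chromosome ends, but each group is a pair of strains, so strain and deletion cannot be told apart here. Loss of pas is the biological explanation the design names, and it stays open with them. GC content and gene length were not tested.

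Among the genes higher in ∆set-7, position went with the size of the change in the libraries labelled ∆pas. The 47 at chromosome ends had a median log2 fold change of 1.7, all above 0 and 12 called higher. The 59 elsewhere had a median of 0.23, with 44 above 0 and 0 called, though 8 were higher at an unadjusted p under 0.05. The difference of 1.47 had a permutation p of 0.00001, the smallest that 100000 permutations can give. Genes were permuted as independent units, so this p and those below do not measure the spread between strains. Shared WT libraries gave a difference of at most 0.815 in the simulations. Permuting within quartiles of mean expression gave p = 0.00001, and within quartiles of the authors' ∆set-7 change p = 0.00001, again the smallest possible. In the authors' deposited table the medians in ∆set-7 were 1.9 at the ends and 1.46 elsewhere. Leaving out any 1 chromosome end kept the difference between 1.42 and 1.49, and the median of each of the 13 ends with members lay above that of the genes elsewhere. With edgeR the medians were 1.67 and 0.23. Within the pair of libraries with few reads outside features they were 1.57 and 0.43, and within the other pair 1.76 and 0.12. These values argue against each technical explanation tested as the whole cause. Expression was tested as mean expression only, which the rise itself moves, so low expression in WT stays open. As a hypothesis found and tested on the same libraries, genes silenced through set-7 may need pas mainly near chromosome ends; the open question of the pas reads and of strain differences, above, applies to it too. Whether ∆set-7 itself differs by position in the same way was not tested as an interaction.

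A further 11 genes were higher in the libraries labelled ∆pas without being in the ∆set-7 higher list, 9 of them at chromosome ends. Their ∆set-7 log2 fold changes in the authors' deposited table had a median of 0.59, ran from -0.35 to 1.24, and were above 0 in 10; 0 had an adjusted p under 0.05 and 1 an unadjusted one. Too little power in the ∆set-7 comparison is a candidate explanation. It cannot be told apart from a change specific to the libraries labelled ∆pas. In the authors' deposited table the ∆pas change of the same genes was also small, with a median of 0.35 against 2.09 here. The deposited sizes may be on another scale, since the authors' tool is not stated. One gene, chosen after its values were seen, stood apart: parp (NCU08852) rose by a log2 fold change of 2.09 here and 2.13 ± 0.241 (SE) in the authors' deposited table for ∆pas, with 0.36 ± 0.266 (SE) for ∆set-7. The difference between the mutants was not tested.

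Of the 30 genes called here, 20 were not called at 2-fold in the authors' deposited ∆pas table. Of the 20, 1 (NCU03388) had the other sign in the authors' deposited table. This leaves noise in the 4 libraries open, because the authors' fit can hold the same libraries and noise would then keep its sign. The median absolute log2 fold change of the 20 was 1.85 here and 0.57 in the authors' deposited table, against 2.95 and 2.23 for the 10 called in both. In the authors' deposited table the median standard error was 0.542 for the 20, 0.325 for the 10 and 0.322 over all tested genes. Other WT libraries in the authors' fit that differ for these genes are a candidate explanation. It cannot be told apart from the selection itself, since genes that miss a threshold tend to have larger errors. A difference in the scale of the deposited fold changes stays open too, since the authors' tool is not stated.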
